A study of Mus musculus with 9 samples.

How the data were processed

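RNA from 9 mouse samples was profiled by sequencing of transcript 3′ ends. Per the labels, 6 samples were T cell lymphoma cells taken from the thymus of animals whose tumours were driven by MYCN, and 3 were control CD4 T cells from the spleen, all of the C57BL/6J strain. The groups are called lymphoma and CD4, and each library carries the number its label gave it (lymphoma 34, 53, 56, 70, 72 and 86, and CD4 1, 2 and 3). The numbers of the groups do not overlap, the labels give no batch, and no pairing was used. RNA was extracted with an automated extraction kit and libraries followed standard Illumina procedures, per the labels' protocols.

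The deposited table holds, per the file headers, a raw read count for each Ensembl gene and library, with a gene symbol beside each ID. It lists 46078 genes and 5 closing summary rows for reads assigned to no gene. Those summary rows have the names that htseq-count writes. The aligner, the software versions, the genome build, the annotation and the strand setting are not stated in the labels or the table, so no coordinates are given and genes are named as the table names them. The number of columns that matched no sample was 0.

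The summary rows were kept out of library sizes and tests. Reads in genes made up 44.0% ± 3.29 (SD, n = 6) of all reads in lymphoma and 31.1% ± 3.69 (SD, n = 3) in CD4. Reads in no annotated feature made up 19.9% ± 2.22 and 32.2% ± 1.60, reads aligned to more than 1 place 17.8% ± 0.937 and 12.8% ± 1.21, unaligned reads 14.2% ± 2.54 and 18.6% ± 3.87, and ambiguous reads 4.12% ± 0.490 and 5.43% ± 0.655, in lymphoma and CD4 respectively. Reads that aligned to several places are not in any gene's count, so genes with near-identical copies are undercounted and their values are uncertain. This holds for the T cell receptor constant regions Trbc1 and Trbc2, the paired globin genes and the neighbouring V segments. Antisense and overlapping genes are also uncertain, since the strand setting is not stated.

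Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups as its design and a minimum count of 10, which left 15401 genes. Libraries were scaled with TMM, and group differences were tested with the quasi-likelihood functions glmQLFit (robust) and glmQLFTest with no covariate, all 9 libraries entering the fit. The adjusted p is the Benjamini-Hochberg value over the 15401 genes, with 0.05 as threshold, and 2-fold calls also required an absolute log2 fold change of at least 1. Fold changes are lymphoma over CD4, so positive values are higher in lymphoma. Standard errors were obtained as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM is counts per 1000000 of the TMM-scaled library size, and log2 CPM used a prior count of 2.

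Gene lists, the samples of each test, the rule for named genes and most alternatives were fixed before the data were examined. The 14 lists were written from general knowledge and hold the MYC family (11 genes), PRC2 subunits (15), ribosome biogenesis (45), proliferation (44), T cell receptor signalling (26), thymocyte genes (23), naive T cell genes (26), developmental genes repressed by PRC2 (93), follicular helper T cell genes (17), B cell markers (20), myeloid markers (20), erythroid markers (15), stromal and thymic epithelial markers (20) and sex genes (5). Lists with at least 5 tested genes, sex genes left out, were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, two-sided, and adjusted over the 13 lists. The named genes are the MYC family and PRC2 members, the member with the largest rise and the largest fall of every other list among those with an adjusted p under 0.05, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, an average log2 CPM of at least 3 and no overlap between the groups' libraries in CPM. Immunoglobulin and T cell receptor segments were left out of the last rule.

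V segment usage was taken as the share of the most used Trbv segment among all Trbv counts in libraries with at least 20 such counts, with an exact two-sided permutation test of the group means and Wilson 95% intervals for single libraries (scipy 1.17.1). A count of 3 was taken as the floor: it is the upper limit that a count of 0 allows, 0.190 to 0.370 counts per 1000000 gene counts depending on the library. Where all libraries of a group lie at or under it, the fold against that floor is given as a bound. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. Single measures per library were compared by exact two-sided permutation of the 84 possible assignments of 6 and 3 libraries, whose smallest p is 0.0238. Correlations over the 6 lymphomas were tested by exact permutation of pairings.

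GENCODE release M21 (GRCm38) served for chromosome, gene order, biotype, GC content and length, matched by Ensembl ID for 45229 of the 46078 genes. For chromosomes, 7018 genes with a mean log2 CPM of at least 4 were used. A library's deviation is its log2 CPM minus the median of the other 5 lymphomas, centred on its median over genes. The median over a chromosome was set against 10000 random gene lists of the same size, with intervals from 2000 bootstrap draws of genes, and adjusted over 120 pairs of library and chromosome.

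The fit was tested on simulated counts for 15401 genes with the means and library sizes of these samples, of which 14853 passed the filter. Of 200 genes changed by a log2 fold change of 2 in size, 112 (56%) were called, 5.08% of the calls were unchanged genes, and the median fitted log2 fold change of raised genes was 2.06. The chromosome measure, given a simulated shift of 0.58, returned 0.53, with 0 calls on other chromosomes.

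Alternatives were RLE, upper quartile and no scaling factors; no filter (at least 1 count in total); at least 10 counts in every library; the Wald test of DESeq2 1.42.0; limma voom with quality weights; libraries downsampled to the smallest total; mitochondrial and the 10 most abundant genes left out; an adjusted p under 0.01; glmTreat against a 2-fold change; fry, an estimated correlation and lists without shared genes for the list tests; a prior count of 0.5 for similarity and correlation; Trav in place of Trbv, the top 3 segments and at least 100 segment counts for segment usage; and leaving out each library in turn. Chosen after seeing the data were averaging lymphomas 34, 70 and 72 into 1 library, averaging also lymphomas 56 and 86, and removing a trend with GC content and length. The GC and length values covered 15329 of the 15401 genes (99.5%).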

Results

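Transcript 3′ ends were sequenced in 6 MYCN-driven T cell lymphomas collected from the thymus and in 3 preparations of splenic CD4 T cells that served as controls. MYCN is a transcription factor of the MYC family. EZH2 is the methyltransferase of Polycomb repressive complex 2 (PRC2), which marks histone H3 in repressed chromatin. The series sets out to ask how aberrant MYCN alters the role of EZH2 in T cell lymphoma, and the RNA comparison implied by its design is lymphoma against control CD4 T cells. Reads counted in genes were 15099814, 11170704, 14403821, 15769679, 15007596 and 14967976 in lymphomas 34, 53, 56, 70, 72 and 86, and 10320730, 8099960 and 10808828 in CD4 1, 2 and 3. The mean was higher in lymphoma (14403265 ± 1642305 SD, n = 6) than in CD4 (9743173 ± 1443839 SD, n = 3), with no overlap (exact two-sided permutation p = 0.0238, the smallest these groups allow, and 0.0429 after Benjamini-Hochberg adjustment over 9 library measures). At these depths a count of 0 allowed at most 0.269 counts per 1000000 gene counts in any lymphoma and 0.370 in any CD4 library.

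The groups separated in overall expression. Over the 15401 tested genes, log2 CPM correlated at a mean Pearson r of 0.931 ± 0.031 (SD, 15 pairs) between lymphomas, 0.933 ± 0.00675 (SD, 3 pairs) between CD4 libraries and 0.761 ± 0.00655 (SD, 18 pairs) between the groups. These are correlations across genes, which are not independent replicates. The alternative that moved the correlation between groups most was a prior count of 0.5, which gave 0.719. The first principal component held 60.1% of the variance and separated the groups, and the second held 13.6% and separated lymphoma 53 from the other 8 libraries. The median over genes of the SD within lymphoma was 0.47 log2 units, and 0.34 without lymphoma 53, against 0.36 within CD4. Each library entered the tests as a separate sample. The labels do not say whether the lymphomas arose independently, and lymphomas 70 and 72 were the most alike pair (r = 0.980).

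**Figure D1:**
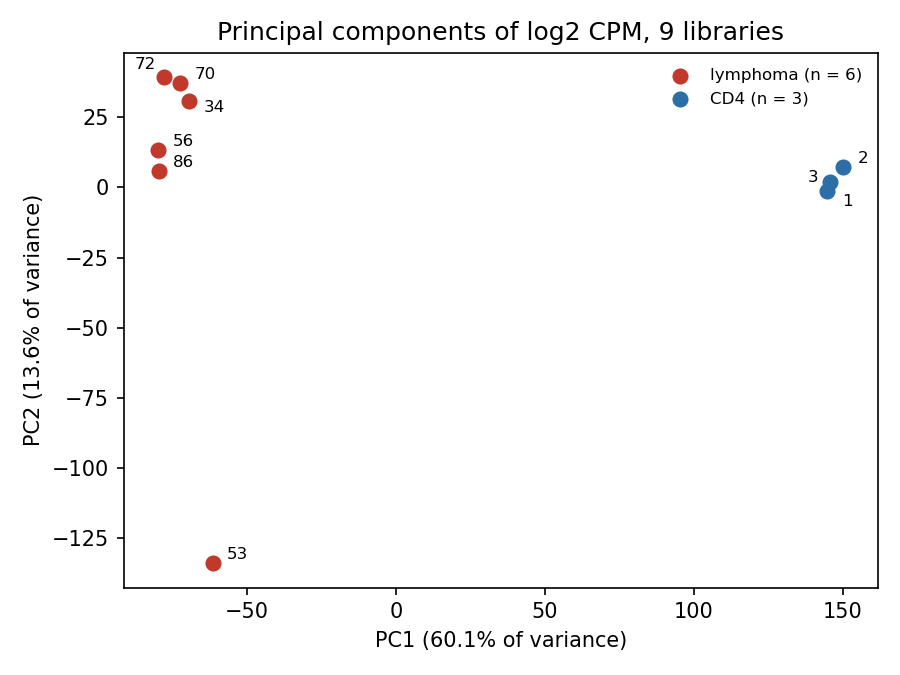
Principal components of log2 CPM for the 9 libraries, with PC1 (60.1% of variance) on the horizontal axis and PC2 (13.6%) on the vertical axis; each point is a library, numbered as in its label and coloured by group. The 6 lymphomas lie between -79.9 and -61.6 on PC1 and the 3 CD4 libraries between 145 and 150, while lymphoma 53 lies at -134 on PC2.

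Expression differed at 7174 of the 15401 tested genes (46.6%) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 3798 genes higher and 3376 lower in lymphoma. An unadjusted p under 0.05 was reached by 8195 genes. A fitted change of at least 2-fold was also met by 5408 genes, of which 2761 were higher and 2647 lower. The balance of directions depended on the scaling. At 2-fold, 2585 genes were higher and 2783 lower with RLE, 2451 and 2888 with upper quartile, and 2621 and 2724 with library size alone. Without the 2-fold rule the numbers were 3582 and 3577 with RLE, 3414 and 3707 with upper quartile, and 3636 and 3461 with library size alone. All lymphomas lay apart from all CD4 libraries in CPM at 6914 genes, where chance gives 2.38% of tested genes, and 88.5% of the 7174 genes were of this kind. The alternative that moved the first count most was an adjusted p under 0.01, which left 4915 genes. Leaving out 1 library gave 5871 to 8137 genes, the highest without lymphoma 53. Averaging lymphomas 34, 70 and 72 into 1 library left 6289 genes, and averaging also lymphomas 56 and 86 left 5438. The biological coefficient of variation was 0.462. The median log2 fold change over tested genes was 0.04, and it was -0.06 with upper quartile scaling and 0.20 over the 24845 genes of the unfiltered table.

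The driver and the enzyme named by the series were examined next. The mouse gene Mycn (ENSMUSG00000037169) had 0, 1, 0, 3, 0 and 0 counts in lymphomas 34, 53, 56, 70, 72 and 86, and 0, 0 and 6 counts in CD4 1, 2 and 3. It did not pass the expression filter, and the table holds no separate row for a transgene, so the driver transcript was not measurable as such and the labels were not checked by it. Without a filter the edgeR adjusted p for Mycn was 0.441. Ezh2 (ENSMUSG00000029687) had 475 ± 36.1 CPM (SD, n = 6) in lymphoma and 112 ± 4.78 CPM (SD, n = 3) in CD4. Individual lymphomas ranged from 435 to 521 CPM and individual CD4 libraries from 107 to 116 CPM. The log2 fold change of Ezh2 was 2.08 (SE 0.144) with an edgeR adjusted p of 7.59e-07. All 6 lymphomas exceeded all 3 CD4 libraries. Over 21 alternatives the log2 fold change of Ezh2 stayed between 1.98 and 2.15, with adjusted p from 1.75e-46 with DESeq2 to 8.73e-05 in an edgeR fit with lymphomas 34, 70 and 72 averaged and 56 and 86 averaged.

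Among the MYC family, 10 of 11 listed genes were tested and 7 changed, also when adjusted over the list alone, with 3 higher and 4 lower. Myc (ENSMUSG00000022346) fell from 23.7 ± 2.49 CPM (SD, n = 3) in CD4 to 0.157 ± 0.155 CPM (SD, n = 6) in lymphoma, where no library had more than 5 counts. Its log2 fold change was -7.18 (SE 0.658) with an edgeR adjusted p of 6.26e-06. Mycl and Mxd1 were lower by edgeR, with log2 fold changes of -3.39 (SE 0.892) and -1.44 (SE 0.375), and so was Mxd4 at -0.93 (SE 0.261). Mxd3 rose by 2.95 (SE 0.507) and Mxi1 by 1.83 (SE 0.302). Mnt rose by 0.44 (SE 0.170) at an edgeR adjusted p of 0.0493, which did not hold in 14 alternatives. Max, Mga and Mlx did not differ beyond the spread between replicates (edgeR adjusted p 0.933, 0.462 and 0.392). Mga did rise, by 0.97, once the trend with GC content and length was removed. The signs of the 10 tested members were the same under the 3 other scalings. Leaving out 1 library left 5 to 7 members changed: Mycl lost its call without CD4 2 and Mxd4 without CD4 1.

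Of 15 listed PRC2 genes, 14 were in the table and tested, and 10 changed, also when adjusted over the list alone, with 6 higher and 4 lower. Besides Ezh2, Phf19 rose by 4.05 (SE 0.439), E130012A19Rik (the table's symbol for Epop) by 2.36 (SE 0.607), Rbbp7 by 1.44 (SE 0.238) and Mtf2 by 1.02 (SE 0.161) on the log2 scale. The paralogue Ezh1 (ENSMUSG00000006920) fell by 0.94 (SE 0.165) with an edgeR adjusted p of 0.000679, from 66.7 ± 10.6 CPM (SD, n = 3) to 34.8 ± 3.90 CPM (SD, n = 6). Phf1 fell by 3.72 (SE 0.274), Lcor by 1.29 (SE 0.159) and Aebp2 by 0.55 (SE 0.144). With the GC and length trend removed the change of Aebp2 was -0.08. The call of Aebp2 was lost in 2 alternatives, and that of E130012A19Rik in 1. The core subunit Suz12 rose by 0.82 (SE 0.305) with an edgeR adjusted p of 0.0433, and the call was lost in 15 alternatives. The groups overlapped through lymphoma 53 alone, which had 86.6 CPM of Suz12, while the other lymphomas had 223 to 305 CPM and CD4 112 to 143 CPM. Without lymphoma 53 the change of Suz12 was 0.98 (edgeR adjusted p 0.000227, higher in 5 of 5 remaining lymphomas), and over all alternatives the adjusted p ranged from 0.000227 to 0.181. Eed, the other core subunit, changed by 0.24 (SE 0.210, edgeR adjusted p 0.372). Rbbp4, Jarid2 and Lcorl were not past the threshold either (edgeR adjusted p 0.589, 0.431 and 0.488). The signs of the 10 changed genes were the same under all 3 other scalings.

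**Figure D2:**
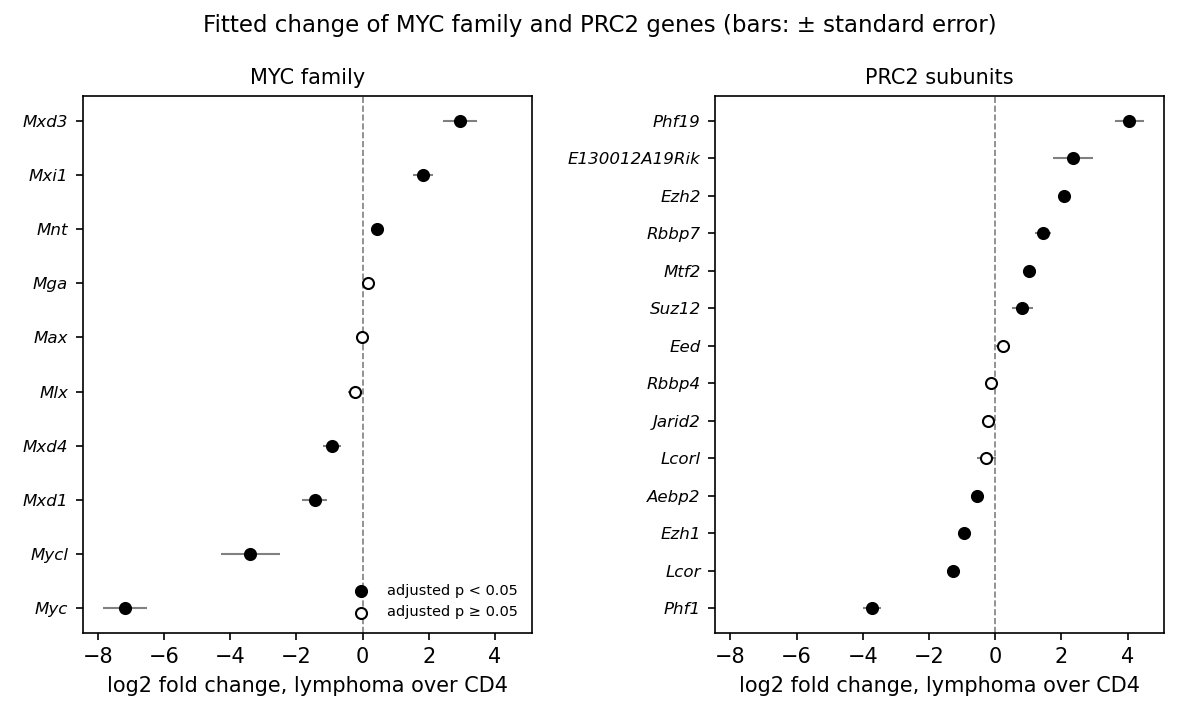
Fitted log2 fold change of lymphoma over CD4 for the 10 tested MYC family genes (left) and 14 PRC2 genes (right), with bars of ± 1 standard error; filled points have an edgeR adjusted p under 0.05. Values run from -7.18 for Myc to 2.95 for Mxd3 in the left panel and from -3.72 for Phf1 to 4.05 for Phf19 in the right panel, with Ezh2 at 2.08.

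Gene lists were compared with camera. Of 13 lists, 8 had an adjusted p under 0.05. Proliferation genes had a median log2 fold change of 3.40, with 44 of 44 genes higher (camera adjusted p 7.07e-48), and ribosome biogenesis genes one of 1.5, with 41 of 45 genes higher (2.53e-13). B cell markers had a median of -5.74, with 20 of 20 genes lower and higher in every CD4 library than in every lymphoma (camera adjusted p 5.91e-35), and naive T cell genes -3.92, with 24 of 26 lower (9.26e-22). Thymocyte genes had a median of -2.58 over 18 tested genes, or -2.44 with the gene at the floor set to its bound (camera adjusted p 3.57e-05). It was -1.29 with at least 10 counts in every library, where its camera adjusted p was 0.00558, and -3.41 without lymphoma 53. For follicular helper T cell genes the median was -1.92 with 9 of 17 genes lower and 4 higher (camera adjusted p 0.00502). For T cell receptor signalling it was -0.40 with 10 of 26 lower and 1 higher (0.0111). For myeloid markers it was -0.72 with 7 of 20 lower and 0 higher (0.0111). The alternative that moved these calls most was a correlation between genes estimated from the data. Under it 5 of the 8 calls held, and those of ribosome biogenesis (adjusted p 0.168), T cell receptor signalling (0.260) and myeloid markers (0.590) did not. All 8 calls held under fry, which also called the MYC family, PRC2 subunits and PRC2-repressed genes.

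The remaining lists did not pass under camera. The MYC family had a median of -0.13 (adjusted p 0.529), PRC2 subunits 0.06 (0.678), or -0.0016 with RLE scaling, and erythroid markers 0.32 (0.529), while stromal and thymic epithelial markers stood at 0.53 (0.742). Of 93 developmental genes known as PRC2 targets, 11 were tested, 3 were higher and 3 lower, and the median was -0.95 (camera adjusted p 0.529). That median ranged from -2.54 without lymphoma 53 to -0.37 without lymphoma 70. The myeloid median was -0.47 without lymphoma 70, and the PRC2 and MYC family medians stayed within 0.2 of 0 in all fits that left out 1 library. The erythroid median was -0.59 without lymphoma 86 and 1.31 without CD4 1. The stromal median was -0.02 without CD4 3 and 0.10 with at least 10 counts in every library.

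**Figure D3:**
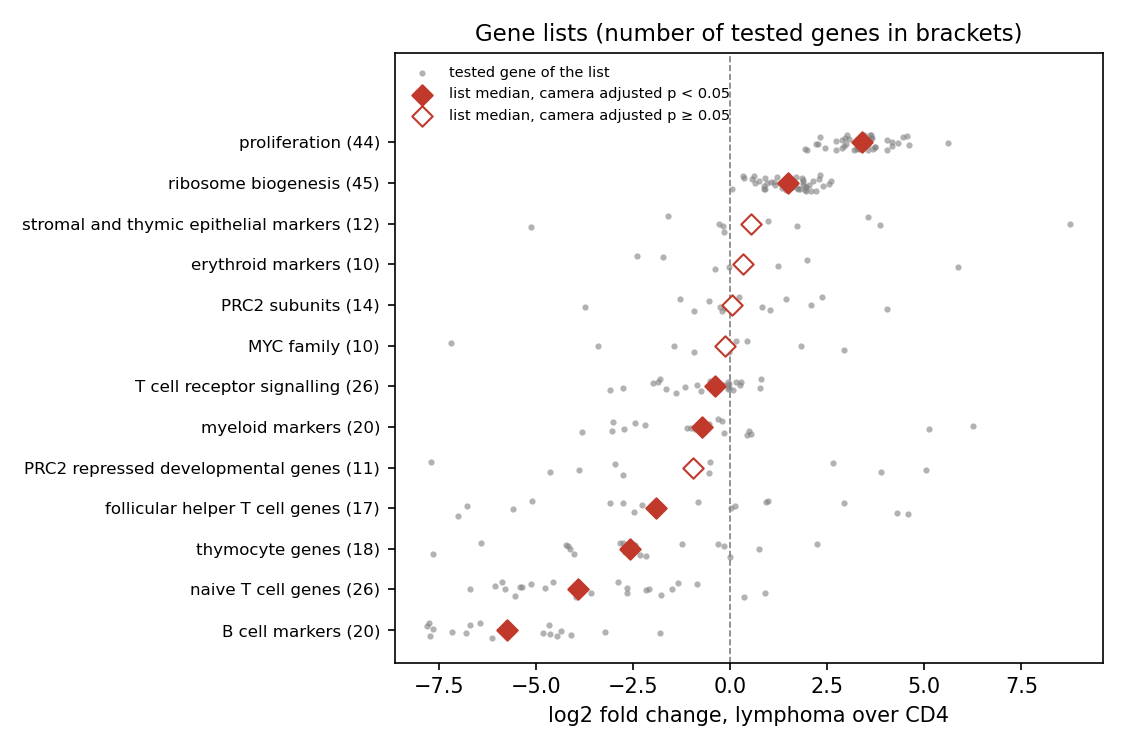
Log2 fold change of lymphoma over CD4 for the tested genes (grey points) and the median (diamonds) of 13 gene lists; filled diamonds have a camera adjusted p under 0.05. Medians run from -5.74 for B cell markers to 3.40 for proliferation, and the points of the PRC2, MYC family, stromal and PRC2-repressed lists fall on both sides of 0.

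Within the lists, the largest rises among genes past the threshold were Nop16 in ribosome biogenesis (log2 fold change 2.59, SE 0.312), Gins2 in proliferation (5.60, SE 0.964), Zap70 in T cell receptor signalling (0.77, SE 0.173), Cd24a among thymocyte genes (2.23, SE 0.269), Tcf7 among naive T cell genes (0.90, SE 0.175) and Hemgn among erythroid markers (5.87, SE 0.862), all with edgeR adjusted p under the threshold. Tbx3 rose most among PRC2-repressed genes (5.04, SE 1.70), with overlap between the groups and a call that was lost in 5 alternatives, among them leaving out CD4 1 or CD4 2. Over 21 alternatives the log2 fold change of Zap70 ranged from 0.36 to 0.88, and its call was lost in 1. Dcn, a stromal gene, had 0 counts in each CD4 library and was at least 11.7-fold higher in lymphoma. Cxcl13 was at least 7.07-fold higher in the mean, but 4.27-fold without lymphoma 86. The groups overlapped, with 0.245 CPM in lymphoma 70 and 0.275 CPM in CD4 3, so the bound does not describe lymphoma 70, and its call was lost without CD4 1, without CD4 2 and with limma voom. The largest falls past the threshold in 1 list each were Prkcq (-3.09, SE 0.378), Spib (-7.64, SE 0.490), Btg1 (-6.69, SE 0.340), Cd40lg (-7.0, SE 0.642), Cd22 (-7.80, SE 0.602), Ctss (-3.80, SE 0.336) and Kdr (-5.11, SE 1.05). Hoxa7 had 0 counts in all 6 lymphomas and was at least 7.40-fold lower. The change of Gins2 rests on CD4 counts of 0, 0 and 7. Without CD4 3 both remaining CD4 libraries had 0 counts and the fitted change was 10.23. Leaving out 1 library moved the fold of 14 of the 53 named genes by more than 1.5 times, among them Tbx3 (7.17 without CD4 3), Kdr (-6.27 without lymphoma 56), Hemgn (6.79 without CD4 1), and, of the MYC family and PRC2, Mxd3 (3.72) and E130012A19Rik (3.19), both without CD4 1.

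Of all genes that met the size and separation rule, the 5 largest rises were Saa3, Greb1, Cnnm1, Esx1 and Egr4. The CD4 libraries lay at or under the floor of 3 counts for each, so only bounds can be given: at least 70.8-fold for Saa3, 35.4-fold for Greb1, 33.6-fold for Cnnm1, 63.2-fold for Esx1 and 57.2-fold for Egr4. Saa3 ranged from 1.35 to 69.1 CPM among lymphomas, and its bound was 46.6-fold without lymphoma 86. Esx1 had 2 counts (0.183 CPM) in lymphoma 53, which is under the floor, and 13.8 to 32.3 CPM in the other lymphomas, so its bound does not describe lymphoma 53. The calls for Saa3 and Esx1 were lost with limma voom (adjusted p 0.103 and 0.195, against 0.00677 and 0.00190 with edgeR). The 5 largest falls were Ctla4 (log2 fold change -9.30, SE 0.551), Fcer2a, Foxp3 (-8.61, SE 0.755), Siglech (-8.56, SE 0.460) and Cacna1e (-8.14, SE 0.694). Fcer2a had at most 3 counts in any lymphoma and was at least 146-fold lower. Foxp3 stood at 40.7 ± 24.1 CPM (SD, n = 3) in CD4, and at 26.8 CPM without CD4 1, against at most 6 counts per lymphoma. The fitted change of Foxp3 was -10.04 and that of Ctla4 -9.95 without lymphoma 86, and that of Cacna1e was -9.18 without lymphoma 72. All 20 B cell markers were also higher in every CD4 library than in every lymphoma. The 5 falls may therefore reflect the cells present in the CD4 preparations as well as the lymphomas, and the fits cannot separate these.

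Sex-linked transcripts separated the groups without overlap. Ddx3y (ENSMUSG00000069045), a Y-linked gene, had 149 ± 20 CPM (SD, n = 6) in lymphoma and 0.548 ± 0.310 CPM (SD, n = 3) in CD4, with a log2 fold change of 8.08 (SE 0.362, edgeR adjusted p 6.54e-08). Xist (ENSMUSG00000086503) had 7.98 ± 2.64 CPM and 547 ± 47.1 CPM in the same order, with a log2 fold change of -6.10 (SE 0.266, edgeR adjusted p 6.54e-08). Sex, tissue of origin and group therefore coincided, and no fit with sex as a term can be made.

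Clonality was examined through V segment usage of the T cell receptor. At least 20 Trbv counts were present in lymphomas 34, 70 and 72 and in all 3 CD4 libraries, while lymphomas 53, 56 and 86 had 9, 0 and 0. The most used Trbv segment was Trbv12-1 in lymphoma 34 (66 of 84 counts, 78.6%, Wilson 95% interval 68.7 to 86%), lymphoma 70 (45 of 73, 61.6%, 50.2 to 71.9%) and lymphoma 72 (47 of 87, 54.0%, 43.6 to 64.1%). In CD4 it was Trbv20 in library 1 (35 of 112, 31.2%, 23.4 to 40.3%), Trbv29 in library 2 (10 of 40, 25%, 14.2 to 40.2%) and Trbv20 in library 3 (31 of 100, 31.0%, 22.8 to 40.6%). The top segment held 64.7% ± 12.6 (SD, n = 3) in these lymphomas and 29.1% ± 3.54 (SD, n = 3) in CD4. The exact two-sided permutation p was 0.1, which is the smallest that 3 libraries against 3 allow, so the design could not pass 0.05. Trav segments gave 82.3% ± 3.56 (SD, n = 3) against 13% ± 3.20 (SD, n = 3), with the same exact p. Lymphomas 34, 70 and 72 shared their top segments, and lymphomas 70 and 72 may share an origin. They may therefore not be 3 independent tumours, as the SD and the permutation test take them to be. Trbv counts were also few beside the 17372 to 26801 counts of Trbc2 in these lymphomas, so the shares rest on a small part of the receptor reads.

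Relations within lymphoma were limited by the low counts of Mycn. Both planned correlations with Mycn were left out because Mycn lay at or under the floor in all 6 lymphomas. Ezh2 and the mean of the proliferation list in log2 CPM gave a Pearson r of 0.265 (exact permutation p = 0.671) and a Spearman rho of 0.429 (exact permutation p = 0.419) over 6 lymphomas, so no relation was detectable. As this was the only relation computed of the 3 planned, its adjusted p is unchanged. Without the 2 lymphomas farthest from the median of Ezh2 (70 and 72), r was 0.977 over 4 libraries (exact permutation p = 0.0833). Spearman rho was 0.8 there (exact permutation p = 0.333).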

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

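The tests of explanations in this part were all chosen after the results they address had been seen. Among the 6 lymphomas, each of 65 results was examined for a library far from the rest, that is, one whose gap to its nearest neighbour, divided by the whole range, exceeded Dixon's 95% critical value. This held for 10 results, where chance gives 3.25, and 5 of the 10 concern lymphoma 53. Of the 10, 8 are single genes or library measures, among 63 such results of which chance gives 3.15. These results are not independent of each other, so for any 1 of these 8 chance among the results tested and a real difference cannot be told apart.

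Lymphoma 53 differed from the other lymphomas in the size of its library and in its expression profile. It had 11170704 gene counts, where the others had at least 14403821, and 5.07% ambiguous reads, where the others had 3.74 to 4.11%. Mnt stood at 80.1 CPM there and at 54.5 to 63.4 CPM in the others. The SD over genes of its deviations from the other lymphomas was 1.30, against 0.684 to 0.788 for the others. At equal depth its mean correlation with the other lymphomas was 0.887, against 0.937 to 0.941, which argues against lower depth as the cause. Chance among the results tested was examined in 1000000 simulated normal samples of 6. Among 65 results, 0.00455 would have a gap as large as that of the mean correlation (0.924 of the range), and 0.110 one as large as that of the SD (0.831). The simulated values were independent, while each lymphoma's mean correlation and SD are computed against the other lymphomas. The simulation therefore does not give the chance rate of either gap, and chance was not excluded by it. With the trend on GC content and length removed the SD was 1.28, with 0.678 to 0.787 in the others, which argues against that trend. RNA of the CD4 preparations in this library was tested because Cd8a stood at 99.4% and Cd8b1 at 119% of the CD4 mean there. B cell markers, which such RNA would carry along, had a median of 1.80% of the CD4 mean, within 0.865 to 1.85% in the other lymphomas.

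Chromosome 15 was raised in lymphoma 53. The median deviation of its 288 genes from the other lymphomas was 0.67 log2 units (95% bootstrap interval 0.58 to 0.75). The interval narrowly holds the 0.58 that 3 copies against 2 would give. It lies above the 0.53 that the measure returned for a simulated shift of 0.58. That value came from 1 simulation in lymphoma 34, where the SD of the deviations was 0.768 against 1.30 in lymphoma 53, so it is a rough guide only. With the trend on GC content and length removed the median deviation was 0.60. The measure also called 6 other chromosomes in this library, from -0.26 on chromosome 13 to 0.16 on chromosome 7, and 24 of 120 pairs of library and chromosome in all. With the trend removed, chromosome 15 was the 1 chromosome called in lymphoma 53, and 15 pairs were called in all. The 4 parts of chromosome 15, in gene order, were raised by 0.43, 0.91, 0.72 and 0.69. The interval of the first part lay below 0.58 (0.24 to 0.56), and those of the second and the third lay above it (0.68 to 1.04, and narrowly with 0.588 to 0.847). With the trend removed the parts stood at 0.59, 0.61, 0.54 and 0.67, and the interval of each held 0.58. An extra copy of chromosome 15 in lymphoma 53 may be a candidate explanation for this part of its profile, with the unevenness of the parts going with GC content or length. A tumour of another type or stage was not tested, and no biological difference between lymphomas is given by the labels.

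Cxcl13 stood at 7.58 CPM in lymphoma 86 and at 0.245 to 2.64 CPM in the other lymphomas. The remaining 4 cases rest on at most 6 counts. Kdr had 0.437 CPM in lymphoma 56, where the others had at most 0.131, and Fcer2a had 0.218 CPM there, where the others had at most 0.0722. Ctla4 had 0.361 CPM and Foxp3 0.433 CPM in lymphoma 86, where the others had at most 0.131 and 0.0913. Counts this low limit what these cases show, and no biological explanation was tested for them.

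Reads outside the gene counts also differed between the groups. Reads aligned to more than 1 place made up 17.8% in lymphoma against 12.8% in CD4 (exact two-sided permutation p = 0.0238, higher in 6 of 6 lymphomas). Among 956 tested processed pseudogenes, which share sequence with their parent genes, 13.2% were higher and 4.5% lower in lymphoma, against 28.3% and 22.1% of protein-coding genes. Higher transcripts of genes with near-identical copies and other causes cannot be told apart here, because the gene counts leave out the reads in question. The table does not hold the aligned positions, so the genes involved are not known.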

How the results depend on the processing

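No test of an explanation was made in this part, and averaging lymphomas 34, 70 and 72, averaging also 56 and 86, and removing the trend on GC content and length were chosen after the data were seen. Across 81 results and 30 settings, 1471 of 1563 alternative values kept the direction and side of the threshold, or the size, of the reported value. A count kept its size if it lay within a ratio of 1.5, and a correlation or SD if it lay within its spread in the reported fit. This margin is wide: 3626 genes changed by at least 2-fold, with at least 10 counts in every library, still passed against 5408. The number of genes changed, 7174 as reported, stayed between 4915 (adjusted p under 0.01) and 8137 (without lymphoma 53) in the alternatives for that count. DESeq2 called 8106 genes, 7060 of them shared with the reported 7174, and limma voom 7639, with 6878 shared. Ezh2 kept its direction and call in all 21 alternatives. Segment usage with at least 100 segment counts was not run, since no lymphoma had that many Trbv counts.

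Where results changed, the cause was not tested except where it follows from how the alternative was built. Scaling by RLE gave a PRC2 median of -0.0016. With no filter Max was at 0.0058 and the median of PRC2-repressed genes at 0.43. With at least 10 counts in every library, which tests fewer genes, 1756 genes fell at least 2-fold, 3 MYC family members changed, the PRC2 median was -0.23, correlations were 0.955 for CD4 pairs and 0.746 between groups, and the median SD in CD4 was 0.28. Max was at 0.033 with lymphomas 34, 70 and 72 averaged. With the GC and length trend removed, Rbbp4 was at 0.050, Jarid2 at 0.11 and Lcorl at 0.51.

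Testing against a 2-fold change with glmTreat, a stricter null, was set against the 5408 genes changed by at least 2-fold and gave 3193 genes, 1577 higher and 1616 lower. An estimated correlation left the medians of ribosome biogenesis (1.5), T cell receptor signalling (-0.40) and myeloid markers (-0.72) without a call (adjusted p 0.168, 0.260 and 0.590). Under fry the MYC family (-0.13), PRC2 subunits (0.056) and PRC2-repressed genes (-0.95) gained a call (adjusted p 0.00906, 0.0179 and 0.000373). A prior count of 0.5 gave correlations of 0.904 for CD4 pairs and 0.719 between groups. Downsampling gave 0.942 and 0.736, with a median SD of 0.33 in CD4.

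Over the 9 fits that each left out 1 library, correlations ranged from 0.747 to 0.776 between groups and from 0.928 to 0.940 for CD4 pairs. The median SD ranged from 0.27 to 0.36 in CD4 and from 0.34 to 0.49 in lymphoma. Max ranged from -0.095 to 0.17, the erythroid median from -0.59 (without lymphoma 86) to 1.31 (without CD4 1) and the stromal median from -0.017 (without CD4 3) to 0.73. Of the named genes, 12 had 46 further changes, 45 weaker and 1 stronger, and 19 of them arose in fits without 1 library. Few counts were available for Mycn and Myc in lymphoma, the genes given as bounds and the V segments, which limits these results.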

Other observations

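The tests in this part, including the counts over other splits of the libraries, were written down after the results they address had been seen. Of the 84 ways to split the 9 libraries into 6 and 3, 1 (the real split) gave as many genes changed. For genes changed by at least 2-fold the number was also 1, and the largest other split gave 2 genes. Every other split put CD4 libraries beside lymphomas, which adds the difference between the groups to the spread within them. Few calls were therefore bound to follow, and these counts do not measure chance. For the gene lists, splits with a camera p as small numbered 1 for proliferation, 1 for naive T cell genes, 1 for B cell markers, 2 for follicular helper T cell genes and 4 for thymocyte genes. They numbered 7 for ribosome biogenesis, 21 for T cell receptor signalling, 26 for the MYC family, 35 for PRC2-repressed genes, 36 for PRC2 subunits, 45 for myeloid markers, 60 for erythroid markers and 76 for stromal and thymic epithelial markers, so for these lists a camera p as small also came from more than 5% of the splits. This concerns the camera p alone, since no other split called more than 2 genes in total. Splits that keep some CD4 libraries together also carry part of the real difference, so the list counts do not measure chance either.

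The groups differed in sex. The summed CPM of 4 Y genes was 252 to 360 in lymphoma and 0.763 to 2.76 in CD4, and the lowest lymphoma stood 91.3 times above the highest CD4 library, with Xist the other way round. Male animals in the lymphoma group and female animals in the CD4 group are a candidate explanation. As 0 libraries differed in sex from the rest of their group, the sex of the animals and the group cannot be told apart for autosomal genes, and the same holds for thymus and spleen as tissues.

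B cell transcripts were abundant in the CD4 libraries. All 20 of 20 B cell markers were higher in every CD4 library than in every lymphoma, with CD4 means of 8.82 to 1515 CPM, the highest for Igkc. With library size alone as scaling the list median was -5.79. The TMM factors lay between 0.926 (lymphoma 86) and 1.04 (lymphoma 70), so leaving them out could move the median only a little. This shows only that the factors themselves did not produce the fall. B cells in the CD4 preparations may be a source of these transcripts. Of the markers, 12 were above the floor in all lymphomas and 0 were in another list. That 0 covers the 20 listed markers alone and does not show that other lists are free of B cell transcripts. Other splenic cells that share these genes were not tested, nor how far such cells enter the falls of other transcripts.

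V segments were shared by 3 lymphomas. Trav8-1 had 84, 72 and 78 counts in lymphomas 34, 70 and 72, and 0, 1 and 0 in lymphomas 53, 56 and 86. In CD4 it had 0 of 674 Trav counts, which allows a share of up to 0.445%, so separate rearrangements at the segment shares of CD4 would rarely give it 3 times. Trbv12-1, also shared by the 3, was 29 of 252 Trbv counts (11.5%) in CD4. Trbv15, the second most used Trbv segment in each of the 3, had 12, 21 and 36 counts in lymphomas 34, 70 and 72. It had 0 in lymphomas 53, 56 and 86, and 0, 0 and 4 in CD4 1, 2 and 3. Reads of 1 library counted in the others would leave 1 high library, but the lowest of the 3 had 0.815 of the Trav8-1 CPM of the highest. A common origin of lymphomas 70 and 72 is a candidate explanation for that pair, the most alike of 15 pairs of lymphomas (r = 0.980, the next 0.957). The same value singled the pair out, so it is no separate test of that origin. For a common origin of lymphoma 34 with 70 and 72, the profiles point both ways. Of the 20 sets of 3 lymphomas these 3 had the highest mean correlation (0.961, the next 0.957), which includes the high value of lymphomas 70 and 72. Lymphoma 34 itself correlated at 0.953 with lymphoma 70 and 0.949 with lymphoma 72, and 1 other, lymphoma 56, was as close (0.953). Lymphoma 34 also lacks the chromosome gains described next, so for it a common origin and other causes cannot be told apart. Averaging the 3 into 1 library left 6289 genes changed, 6154 of them shared with the reported 7174. Averaging also lymphomas 56 and 86 left 5438, of which 5376 were shared.

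Parts of chromosomes 5 and 14 were raised in lymphomas 70 and 72, whose profiles were the most alike of any pair (r = 0.980). Median deviations were 0.12 and 0.22 on chromosome 5 and 0.16 and 0.22 on chromosome 14. With the trend on GC content and length removed the lowest of these 4 values was 0.12. Of 80 chromosome parts, 4 were raised by more than 0.2 in lymphoma 70 and the same 4 in lymphoma 72, while 0 were in lymphoma 34. A gain shared by the 2 tumours may explain this.

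Receptor gamma and delta transcripts were unevenly distributed. The gamma constant regions were higher in all 6 lymphomas than in all 3 CD4 libraries, with 84.4 to 168 CPM against 4.67 to 11.9 for Tcrg-C1, 139 to 351 against 3.11 to 4.86 for Tcrg-C2 and 201.8 to 1039 against 5.15 to 11.9 for Tcrg-C4. Trdc differed between lymphomas instead: it had 4351 counts in lymphoma 56 and 3600 in lymphoma 86, against 3 to 9 in lymphomas 34, 53, 70 and 72 and 151 to 173 in CD4. These genes were chosen after their values were seen, and no explanation was tested.

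Reads in no annotated feature were more frequent in CD4 (32.2%) than in lymphoma (19.9%). Sequencing depth was tested through all reads per library, which did not differ (exact two-sided permutation p = 0.595). Of 572 tested single-exon genes of the biotype TEC, many of which lie in introns, 39.0% were lower and 5.07% higher in lymphoma, against 22.1% and 28.3% of protein-coding genes. Unspliced or intronic RNA in the CD4 libraries may add to these reads.

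Mycn had at most 3 counts in a lymphoma. That there is a driver transcript the mouse Mycn row does not count is a candidate explanation, which cannot be told apart from a low level of the driver without aligning reads to the sequence of the driver.

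Ezh2 rose by 2.08 log2 units, and 42 of 44 proliferation genes rose more. A larger share of cycling cells in lymphoma may account for the rise of Ezh2. Over all 6 lymphomas no relation of Ezh2 with the proliferation list was detectable (Pearson r = 0.265). Lymphomas 70 and 72 lay farthest from the median of Ezh2 and were left out for that reason, and they may also share an origin. Without them r was 0.977 over 4 libraries (exact permutation p = 0.0833) and Spearman rho 0.8 (exact permutation p = 0.333). The relation within lymphoma therefore stays open.

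Granule transcripts were high in lymphomas 34 and 56. Mpo had 2801 and Elane 7766 counts in lymphoma 34, against at most 158 and 309 in the other lymphomas. All 4 other early granule genes were also highest there, so immature granulocytes in that sample may be a source. S100a8 and S100a9 had 14230 and 13591 counts in lymphoma 56, and 4102 and 6140 in lymphoma 34. The other lymphomas had at most 505 and 497. In CPM, lymphoma 34 (264 and 395) also lay above each CD4 library (at most 215 and 220). Of 9 late granule genes, 5 were highest in lymphoma 56, while the other 4 (Ngp, Camp, Lcn2 and Chil3), which had the most counts, were highest in lymphoma 34. Mature granulocytes in the sample of lymphoma 56 may be a source of these transcripts, although Mmp9 and Cxcr2, among the 5, were lower there (52 and 9 counts) than in each CD4 library. The list of granule genes was written before their values were examined.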
